# *O*-GlcNAcylation of Sox2 at threonine 258 regulates the self-renewal and early cell fate of embryonic stem cells

**DOI:** 10.1038/s12276-021-00707-7

**Published:** 2021-11-24

**Authors:** Dong Keon Kim, Jang-Seok Lee, Eun Young Lee, Hansol Jang, Suji Han, Hee Yeon Kim, In-Young Hwang, Ji-Woong Choi, Hyun Mu Shin, Hye Jin You, Hong-Duk Youn, Hyonchol Jang

**Keywords:** Glycosylation, Embryonic stem cells

## Abstract

Sox2 is a core transcription factor in embryonic stem cells (ESCs), and *O*-GlcNAcylation is a type of post-translational modification of nuclear-cytoplasmic proteins. Although both factors play important roles in the maintenance and differentiation of ESCs and the serine 248 (S248) and threonine 258 (T258) residues of Sox2 are modified by *O*-GlcNAcylation, the function of Sox2 *O*-GlcNAcylation is unclear. Here, we show that *O*-GlcNAcylation of Sox2 at T258 regulates mouse ESC self-renewal and early cell fate. ESCs in which wild-type Sox2 was replaced with the Sox2 T258A mutant exhibited reduced self-renewal, whereas ESCs with the Sox2 S248A point mutation did not. ESCs with the Sox2 T258A mutation heterologously introduced using the CRISPR/Cas9 system, designated E14-Sox2^TA/WT^, also exhibited reduced self-renewal. RNA sequencing analysis under self-renewal conditions showed that upregulated expression of early differentiation genes, rather than a downregulated expression of self-renewal genes, was responsible for the reduced self-renewal of E14-Sox2^TA/WT^ cells. There was a significant decrease in ectodermal tissue and a marked increase in cartilage tissue in E14-Sox2^TA/WT^-derived teratomas compared with normal E14 ESC-derived teratomas. RNA sequencing of teratomas revealed that genes related to brain development had generally downregulated expression in the E14-Sox2^TA/WT^-derived teratomas. Our findings using the Sox2 T258A mutant suggest that Sox2 T258 *O*-GlcNAc has a positive effect on ESC self-renewal and plays an important role in the proper development of ectodermal lineage cells. Overall, our study directly links *O*-GlcNAcylation and early cell fate decisions.

## Stem cell development: hold the sugar

Cells that can grow into any type of cell, called embryonic stem cells (ESCs), are signaled to stay in stem cell mode (maintain stemness) by addition of a single sugar molecule to Sox2, a regulatory protein coded for by a developmental gene. Sugar modification of Sox2 was known to be involved in maintaining stemness and sometimes implicated in cancer, but the mechanism was poorly understood. When Hyonchol Jang at the National Cancer Center in South Korea and co-workers prevented sugar modification of Sox2 by changing an amino acid at the sugar-binding site, ESCs showed reduced self-renewal. Rather than repressing genes related to stemness, the modification failed to repress developmental genes, permitting cells to grow into other cell types. These results illuminate both the role of Sox2 in cancer and the importance of sugar modification in stemness.

## Introduction

*O*-GlcNAcylation, which entails attachment of a single monosaccharide, *N*-acetyl-d-glucosamine (GlcNAc), to a serine or threonine residue of a nucleocytoplasmic protein via an *O*-β-glycosidic linkage, is associated with the sensing of nutrients^1,2^ and affects embryonic stem cell (ESC) pluripotency^3–5^. In *O*-GlcNAcylation, GlcNAc is attached and removed by only one enzyme in each process, *O*-GlcNAc transferase (Ogt) and *O*-GlcNAcase (Oga), respectively^1,2^. Decreased expression of Ogt leads to downregulation of the global *O*-GlcNAc level, which in turn was shown to reduce mouse ESC self-renewal and the efficiency of reprogramming mouse embryonic fibroblasts (MEFs) to induce pluripotent stem cells (iPSCs)^3^. Chemical inhibition of Ogt decreased global *O*-GlcNAc levels and accelerated the differentiation of human ESCs^6^. Upregulation of global *O*-GlcNAc levels, either via enhanced Ogt expression or glucose levels in the culture medium, increased the efficiency of reprogramming MEFs into iPSCs^3^. Similarly, upregulation of global *O*-GlcNAc levels via chemical inhibition of Oga suppressed mouse ESC differentiation^7^. The key pluripotent transcription factors Oct4 and Esrrb are modified by *O*-GlcNAc at the threonine 228 (T228) and serine 25 (S25) residues, respectively, with *O*-GlcNAcylation at these residues enhancing ESC self-renewal^3,5^.

The SRY family transcription factor Sox2, together with Oct4 and Nanog, constitutes the core circuit in the pluripotency gene regulatory network^8,9^. Under self-renewal conditions, Sox2 not only regulates the expression of pluripotency genes but also suppresses the expression of lineage-differentiation genes, thus maintaining ESC pluripotency^10,11^. Sox2-null embryos died shortly after implantation due to failed pluripotent epiblast formation^12^, demonstrating the importance of Sox2 in ESC maintenance. During in vitro ESC differentiation, Sox2 expression is downregulated but still maintained in the neural ectoderm, where it promotes neural ectodermal differentiation while inhibiting mesendodermal differentiation^13^. Similarly, Sox2 induction resulted in a neural plate fate for differentiating axial stem cells in vivo^14^. These findings show that Sox2 plays an important role in determining early cell fate as well as in maintaining the pluripotency of ESCs^15,16^.

In addition to ESCs, Sox2 is expressed in various adult stem and progenitor cells, including those in the lung, stomach, brain, skin, and bone, and can regulate their properties^15^. Sox2 is also closely associated with developmental disorders and multiple cancers, including lung squamous cell carcinoma, glioma, and melanoma^15,17^. Due to the importance of Sox2 in these various physiological phenomena, many studies have evaluated the molecular function and regulation of Sox2. Sox2 undergoes numerous types of post-translational modifications (PTMs), such as phosphorylation, acetylation, methylation, SUMOylation, ubiquitination, PARylation, and *O*-GlcNAcylation^15,16,18^. Although some PTMs have been found to influence the transcriptional activity of Sox2 by controlling its stability, nuclear–cytoplasmic localization, or transactivation potential^15^, the functions of many PTMs have not yet been identified.

*O*-GlcNAcylation at the positions corresponding to amino acids 248–264 of murine Sox2 was first identified via liquid chromatography–tandem mass spectrometry analysis of the rat brain^19^. When all nine serine and threonine sites of this sequence were point-mutated to alanine, succinylated wheat germ agglutinin (sWGA) bead binding assays indicated that S248, T258, and S259 are potential *O*-GlcNAcylation sites in mouse ESCs^3^. High-resolution electron transfer dissociation tandem mass spectrometry analysis of mouse ESC nuclear proteins confirmed that S248 and T258 can be modified by *O*-GlcNAcylation^20^. Double Sox2 mutations at T258 and S259 to alanine (T258A/S259A) reduced Sox2’s ability to reprogram MEFs into iPSCs, whereas a triple mutation (S248A/T258A/S259A) did not^3^. Sox2 S248A also increased the somatic cell reprogramming efficiency of Sox2^21^. These results imply that Sox2 may have different functions depending on the residues affected by *O*-GlcNAc modification.

In the present study, we investigated the role of Sox2 *O-*GlcNAcylation in the maintenance of mouse ESC self-renewal and in early differentiation in vivo. Sox2 T258A reduced ESC self-renewal in conventional in vitro culture medium containing serum and leukemia inhibitory factor (LIF), whereas S248A did not. During differentiation via teratoma formation in mouse xenografts, Sox2 T258A resulted in biased lineage differentiation. RNA sequencing (RNA-seq) analysis indicated that Sox2 T258A cannot adequately repress developmental genes. These findings help deepen our understanding of the role of *O*-GlcNAcylation in ESCs and serve as a basis for further investigation of the roles of Sox2 *O*-GlcNAcylation in cancer and other diseases.

## Materials and methods

### Cell culture and chemicals

E14 and 2TS22C mouse ESCs, which have been described previously, were cultured in the presence of serum and LIF^3,22^. NIH3T3 cells were cultured as described previously^3^. Cell lines were authenticated using short tandem repeat profiling and were regularly examined for *Mycoplasma* at the Genomics Core Facility (National Cancer Center, Korea) as described previously^23^. *N*-acetyl glucosamine (#A4106), doxycycline (Dox; #9891), blasticidin (#15205), and CHIR99021 (#SML1046) were purchased from Sigma-Aldrich (USA). PD0325901 was purchased from Selleck Chemicals (#S1036; USA).

### sWGA pulldown and Western blot analysis

Agarose-bound sWGA was purchased from Vector Laboratories (#AL-1023S; USA). The sWGA pulldown assay was performed according to the manufacturer’s instructions. *O*-GlcNAcylated proteins were eluted with elution buffer containing 0.1 M *N*-acetyl glucosamine at room temperature for 20 min. Western blot analysis was performed according to a modified version of a previously described method^24^. Cells were lysed with lysis buffer containing a protease inhibitor cocktail (P3100; genDEPOT, USA) and a phosphatase inhibitor cocktail (P3200; genDEPOT). After sodium dodecyl sulfate-polyacrylamide gel electrophoresis and protein transfer, the target protein was detected using the iBind™ Automated Western system (Thermo Fisher Scientific, USA). Anti-FLAG (#F1804) and anti-ActB (#AC-74) antibodies were purchased from Sigma-Aldrich. Anti-Sox2 (ab97959) antibody was purchased from Abcam (UK), and anti-Oct4 (sc-5279) antibody was purchased from Santa Cruz Biotechnology (USA).

### Retroviral expression of Sox2 mutants and self-renewal assay

For retroviral expression of Sox2, murine wild-type (WT) Sox2 and mutant Sox2 (S248A, S248D, T258A) were subcloned into the pMSCV-FLAG puro vector^3^. Retroviruses were produced using the Plat-E system as described previously^3^. Next, 2TS22C cells were infected with retroviruses in the presence of 8 µg/ml polybrene (#H9268, Sigma). At 24 h after infection, Dox (1 μg/ml) was added to eliminate endogenous Sox2, and approximately 7 days later, ESC colonies were stained with alkaline phosphatase (AP) as described previously^25^.

### Expression of CAG promoter-driven FLAG-Sox2 mutants

For long-term transgene expression in ESCs, WT and mutant Sox2 (S248A, T258A, S248A/T258A) were subcloned into pCAG-FLAG-IRES-blasticidin vectors^26^. Then, 2TS22C cells were transfected with Lipofectamine 2000 (Invitrogen, USA). At 2 days after transfection, blasticidin (15 μg/ml) and Dox (1 μg/ml) was added to the cells for at least 14 days. After selection, the cells were maintained in the presence of Dox (1 μg/ml).

### CRISPR/Cas9-mediated alanine mutation of Sox2 T258

Alanine mutation of Sox2 T258 in E14 cells was performed as described previously^27^ with some modifications. 

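Sox2 lies on chromosome 3 of GRCm38 from 34650405 to 34652461, on the plus strand, and its transcript has 1 exon. The coding sequence runs from 34650416 to 34651372 and encodes 319 residues. The guide sequence TTACCTCTTCCTCCCACTCC matched the sense strand of this exon, inside the coding sequence, from 34651185 to 34651204. It is followed by the PAM AGG, the short motif that Cas9 needs beside its target, from 34651205 to 34651207. Codon 258 is ACC, which encodes threonine, and occupies 34651187 to 34651189, within the guide's target. The reference sequence from 34651155 to 34651237 is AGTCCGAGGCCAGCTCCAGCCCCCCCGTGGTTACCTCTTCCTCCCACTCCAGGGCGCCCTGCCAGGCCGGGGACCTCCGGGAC.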

A guide RNA sequence near T258 (TTACCTCTTCCTCCCACTCC) was inserted into the PX458 vector (#48138; Addgene, USA), which was then named PX458-gSox2^T258^. 

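The single-stranded donor for the T258A change matched the reference from 34651135 to 34651254 on chromosome 3 of GRCm38, with 2 differences. Counted from the donor's 5′ end, these were A53G and G73A. A53G falls in codon 258 and turns ACC into GCC, which encodes alanine. G73A falls at 34651207, in the PAM of the guide, and turns codon 264 from AGG into AGA, both of which encode arginine.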

As a donor, single-stranded DNA (120 bp, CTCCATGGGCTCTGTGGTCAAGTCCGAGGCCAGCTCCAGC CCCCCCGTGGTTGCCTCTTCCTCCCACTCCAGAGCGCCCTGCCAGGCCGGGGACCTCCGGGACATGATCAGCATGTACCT) was synthesized at Macrogen (Seoul, Korea). At 3 days after transfection of PX458-gSox2^T258^ and donor single-stranded DNA into E14 cells using Lipofectamine 2000, GFP-positive cells were sorted using a FACSMelody sorter (BD Biosciences, USA) at the Flow Cytometry Core Facility (National Cancer Center). Individual cells were left to proliferate in a 96-well culture plate in the presence of 2i (PD0325901 and CHIR99021)^13^, and clones with alanine mutations were selected using genomic DNA sequencing. The selected clones were normally maintained in serum with LIF and 2i. Cells at passages 1–10 after removal of 2i were used for the experiments. The following primers were used to confirm the presence of the T258A mutant: forward, 5′-CCTACATGAACGGCTCGCCC-3′; reverse, 5′-CTCCTCTTTTTGCACCCCTCC-3′.

### Immunofluorescence staining and confocal microscopy

Immunofluorescence staining was performed as described previously^28^. Briefly, ESCs were fixed with 4% (w/v) paraformaldehyde and permeabilized with 0.5% (w/v) Triton X-100 for 10 min. After blocking with 2% bovine serum albumin in phosphate-buffered saline (PBS), the ESCs were stained with an anti-Sox2 antibody and incubated overnight at 4 °C. After 24 h, the samples were incubated with Alexa Fluor 488-conjugated anti-mouse antibody (Invitrogen) for 30 min at room temperature. Images were obtained under 20× magnification at the Image Core of the National Cancer Center using the LSM510 META microscope (Carl Zeiss, Germany).

### Real-time imaging of ESCs

Real-time imaging of ESCs was achieved using the Operetta CLS High-Content Analysis System (PerkinElmer, USA). Briefly, 1 × 10^3^ cells were seeded onto a CellCarrier-96 Ultra microplate (#6055300; PerkinElmer) precoated with 0.1% gelatin. After 6 h, the plate was loaded onto the Operetta system, and images were taken at 1-h intervals for 60 h under 20× magnification. The results were analyzed using Harmony High Content Analysis software (PerkinElmer).

### RNA-seq and bioinformatics analysis

Total RNA extraction, preparation of an RNA library, and RNA-seq and bioinformatics analyses were performed as described previously^29,30^ with some modifications. RNA-seq was performed using the Nova-Seq 6000 sequencing system (Illumina, USA) by Macrogen. The RNA-seq data were deposited in the Gene Expression Omnibus database under the accession numbers GSE176211 and GSE176212. Gene set enrichment analysis (GSEA) was performed using GSEA version 4.1.0 software. A self-renewal gene set and early differentiation gene set were extracted from GSE36322^3^. Genes with at least twofold upregulation in expression in E14 cells before differentiation compared with E14 cells at 2 days after differentiation into embryoid bodies were considered to be self-renewal genes, whereas genes with downregulated expression at least twofold were considered differentiation genes.

Differentially expressed genes (DEGs) were filtered based on a fold change > 2. Genes with transcripts per million values <10 in all samples were excluded from the subsequent analysis. DEGs were subjected to core analysis using Ingenuity Pathway Analysis (IPA) software (Qiagen, USA). In particular, the DEGs were subjected to subanalyses of diseases and functions, canonical pathways, and upstream regulators.

Sox2 chromatin immunoprecipitation-sequencing (ChIP-seq) data were processed as described previously^31^ using GSE44288^32^. Sox2 occupancy at putative target gene loci in the ESCs was visualized using the Integrated Genomics Viewer^33^.

### Animal experiments

Animal experiments were performed as described previously^25^, with some modifications. E14 or E14-Sox2^TA/WT^ cells were dissociated and suspended in PBS supplemented with 50% Matrigel (#354234; BD Biosciences, USA) at a density of 1 × 10^7^ cells/ml. ESCs (100 μl) were inoculated subcutaneously into each BALB/c-nu mouse (Orient Bio, Korea). Three mice were inoculated per group. At 14 days after inoculation, the mice were sacrificed, and teratomas were harvested for further analysis. This study was reviewed and approved by the Institutional Animal Care and Use Committee of the National Cancer Center Research Institute (NCC-19-489).

### Histological analysis of teratomas

Teratomas were dissected and fixed in 4% paraformaldehyde overnight. After microdissection, sections were stained with hematoxylin and eosin (H&E) as described previously^25^ at the Laboratory Animal Research Facility (National Cancer Center). H&E-stained slides were imaged at high resolution (200×) using the Phenochart 1.0.12 viewer from the Vectra Polaris 1.0 imaging system (PerkinElmer). Measurements were obtained from the image files using InForm 2.4.10 image analysis software (PerkinElmer). The H&E-stained slides were analyzed by a pathologist.

### Reverse-transcription PCR and real-time quantitative PCR

Reverse-transcription PCR and real-time quantitative PCR (qPCR) were performed according to a previously described method^23^. The primers were as follows: ActB (forward (fwd): 5′-ATCACTATTGGCAACGAGCG-3′, reverse (rev): 5′- TCAGCAATGCCTGGGTACAT-3′); 18S rRNA (fwd: 5′-TTAGAGTGTTCAAAGCAGGCCCGA-3′, rev: 5′- TCTTGGCAAATGCTTTCGCTCTGG-3′); Cdx2 (fwd: 5′-CTCCGAGAGGCAGGTTAAAA-3′, rev: 5′-AGGAGGTCACAGGACTCAAG-3′); T (fwd: 5′-GTGAAGGTGGCTGTTGGGTA-3′, rev: 5′-CACTCGCAGTTCGCGTTC-3′); Twist2 (fwd: 5′-CTTCCTCTACCAGGTTCTCC-3′, rev: 5′-AGGTGGGTCCTGGCTT -3′); Eomes (fwd: 5′-TCTGCACAAATACCAACCGA-3′, rev: 5′-AGCCGTGTACATGGAATCGTA-3′); Afp (fwd: 5′-GGGAATGGCCGACATTTTCAT-3′, rev: 5′-AGCTTGGCACAGATCCTTGT-3′); Foxa2 (fwd: 5′-GCCCGAGGGCTACTCTTC-3′, rev: 5′-ATTCCAGCGCCCACATAGG-3′); Krt8 (fwd: 5′-CGGCTACTCAGGAGGACTGA-3′, rev: 5′-CAGCTTCCCATCTCGGGTTT-3′); Sox17 (fwd: 5′-CAGGGTCTGGCCTGAATGTT-3′, rev: 5′-AAAGGCGCAGTCTCTTCTCC-3′); Sox1 (fwd: 5′-GCAGCGTTTCCGTGACTTTAT-3′, rev: 5′-GGCAGAACCACAGGAAAGAAA-3′); Tubb3 (fwd: 5′-GGCAACTATGTAGGGGACTC-3′, rev: 5′-GCACCACTCTGACCAAAGAT-3′); Nestin (fwd: 5′-GGAAGTGGCTACATACAGGACT-3′, rev: 5′-GGGTATTAGGCAAGGGGGAAG-3′); Pax6 (fwd: 5′-TGTCAGATCTGCTACTTCCCC-3′, rev: 5′-CTCGAATACGGGGCTCTGA-3′); Otx2 (fwd: 5′-AGCAAATCTCCCTGAGAGCG-3′, rev: 5′-AGTGACGGAACTTACAGCCG-3′); Tbx3 (fwd: 5′-CCACCCGTTCCTCAATTTGAACAG-3′, rev: 5′-CGGAAGCCATTGATGGTAAAGCTG -3′); Mylpf (fwd: 5′-GCCCCCAGGAGATCTAAGAC-3′, rev: 5′-CCACTGGCTTCCTTCATCAT-3′); Pou3f1 (fwd: 5′-TCGAGGTGGGTGTCAAAGG-3′, rev: 5′-GGCGCATAAACGTCGTCCA-3′); and Krt18 (fwd: 5′-AGATGACACCAACATCACAAGG -3′, rev: 5′-TCCAGACCTTGGACTTCCTC-3′).

### Statistical analysis

Statistical analysis was performed as reported previously^34^. Numerical values are expressed as the mean ± standard deviation. The significance of differences between two groups was evaluated using a two-tailed, unpaired Student’s *t* test.

## Results

### Sox2 T258 *O*-GlcNAcylation-defective mutation reduced ESC maintenance

*O-*GlcNAc modifications at the S248 and T258 residues within the transactivation domain of Sox2^3,20,21^, as well as phosphorylation at S248^35,36^, have been reported previously (Fig. 1a). To determine the role of each PTM in ESCs, we generated retroviruses harboring WT Sox2, Sox2 alanine mutants (S248A, T258A), and a Sox2 aspartate mutant (S248D). PTMs cannot occur in alanine mutants, whereas an aspartate mutant mimics phosphorylation. Then, 2TS22C ESCs, in which Sox2 protein expression was completely depleted within 2 days after the addition of Dox^37^, were infected with retroviruses and treated with Dox at 24 h after infection. In the self-renewal assay, the cells infected with retroviruses containing WT Sox2 produced many AP-positive colonies, whereas the cells infected with empty retroviruses rarely produced AP-positive colonies (Fig. 1b). The cells infected with Sox2 T258A produced significantly fewer AP-positive colonies than those infected with WT Sox2, whereas the cells infected with Sox2 S248A and S248D did not (Fig. 1b). In NIH3T3 cells infected with the same amount of retrovirus, WT and mutant Sox2 proteins were expressed at almost equal levels (Supplementary Fig. 1), indicating that the previous result was not caused by a difference in the viral titers. Because retroviral promoters are commonly silenced during long-term ESC culture^38^, gene expression using retroviruses is inadequate for observing mid- to long-term effects of Sox2 mutation. Thus, 2TS22C cells stably expressing WT and mutant FLAG-Sox2 under the control of the constitutive CAG expression unit were generated^39^. Western blot analysis showed that both WT and mutant FLAG-Sox2 were expressed at similar levels, and the amount of exogenously expressed Sox2 in the Dox-treated cells was close to the original endogenous Sox2 level (Fig. 1c). The self-renewal assay using these cells showed that alanine mutation at T258 significantly reduced the number of undifferentiated ESC colonies (Fig. 1d). Simultaneous alanine mutation at S248 and T258 did not significantly affect the number of undifferentiated ESC colonies (Fig. 1d), suggesting that PTM at S248 may negatively affect the self-renewal of the cells. A pulldown assay of *O*-GlcNAc-modified proteins using sWGA beads in the 2TS22C FLAG-Sox2 WT and FLAG-Sox2 T258A cell lysates followed by immunoblotting with an anti-FLAG antibody showed an apparent reduction in the level of *O*-GlcNAc modification at T258A (Fig. 1e). These results suggest that *O*-GlcNAcylation at T258 is important for ESC maintenance.

**Fig. 1:**
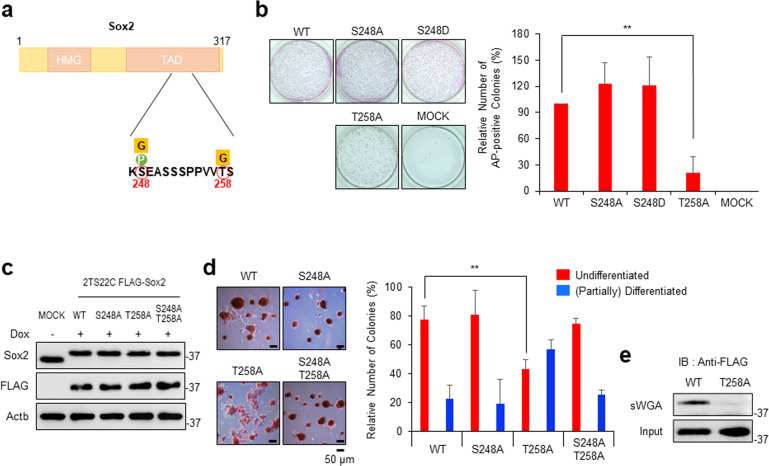
An *O-*GlcNAcylation-defective mutation at Sox2 threonine 258 (T258) reduces embryonic stem cell (ESC) maintenance. **a** A schematic diagram of the Sox2 protein domain^9^ and *O*-GlcNAc-modified residues previously revealed by mass spectrometry^20^ is shown. HMG high-mobility group, TAD transactivation domain, G *O*-GlcNAc-modified residues, P phosphorylated residue. **b** Equal numbers of 2TS22C cells were infected with the same titers of empty retroviruses (MOCK) or retroviruses containing wild-type (WT) Sox2 or Sox2 point mutants (S248A, S248D, T258A). After elimination of endogenous Sox2 by treatment with doxycycline (Dox) for 7 days, ESC colonies were stained with alkaline phosphatase (AP). Representative images (left) and the proportions of AP-positive colonies (right) are shown. Values are expressed as percentages (mean ± standard deviation, *n* = 3). **P < 0.01. **c** CAG promoter-driven FLAG-Sox2 mutants (WT, S248A, T258A, S248A/T258A) were introduced into 2TS22C cells in the presence of Dox. After the selection of cells stably expressing FLAG-Sox2, the expression of endogenous and exogenous Sox2 was evaluated using Western blot analysis. As a control, an empty vector was introduced into 2TS22C cells in the absence of Dox. **d** The cells described in **c** were replated for a self-renewal assay. The undifferentiated state was assessed based on both morphology and AP staining. Relative colony numbers are expressed as percentages (mean ± standard deviation, *n* = 3). **P < 0.01. **e** Whole-cell lysates from 2TS22C cells expressing WT FLAG-Sox2 or FLAG-Sox2 T258A as described in (**c**) were pulled down using succinylated wheat germ agglutinin (sWGA) beads and immunoblotted with an anti-FLAG antibody.

### CRISPR/Cas9-mediated alanine mutation of Sox2 T258 in one allele reduced ESC self-renewal

Because Sox2 is precisely regulated at various levels from transcription to PTM, the use of systems in which Sox2 is expressed by foreign promoters may not represent actual physiological conditions. To overcome these limitations, we introduced the Sox2 T258A mutation into an endogenous chromosome in E14 cells using the CRISPR/Cas9 gene-editing system. Despite several efforts, E14 cells harboring the Sox2 T258A mutation in both alleles were not found. Therefore, E14 cells harboring the Sox2 T258A mutation in one allele, with the other allele encoding WT Sox2, were selected and named E14-Sox2^TA/WT^ cells (Fig. 2a).

**Fig. 2:**
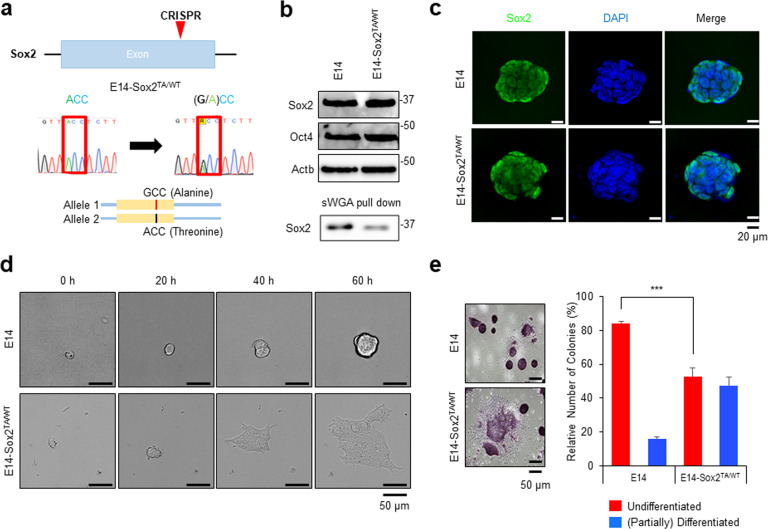
CRISPR/Cas9-mediated alanine mutation of Sox2 T258 in one allele reduces ESC maintenance. **a** A schematic diagram of the threonine-to-alanine mutation at Sox2 T258 is shown. In E14 cells, Sox2 was mutated using a CRISPR/Cas9-mediated knock-in system. Colonies containing the Sox2 T258 mutation were selected after colony expansion from single cells. Genomic DNA sequencing showed that the Sox2 T258 mutation was introduced into one allele, with the other allele remaining wild type; thus, the cells were named E14-Sox2^TA/WT^. **b** Sox2 and Oct4 protein expression levels were evaluated using Western blot analysis (top). Whole-cell lysates from the E14 and E14-Sox2^TA/WT^ cells were pulled down using sWGA beads and immunoblotted with an anti-Sox2 antibody (bottom). **c** Cellular localization of Sox2 in the E14 and E14-Sox2^TA/WT^ cells was observed by immunofluorescence confocal microscopy using an LSM510 META microscope (Carl Zeiss, Germany). **d** Time-course images of the E14 and E14-Sox2^TA/WT^ cells under self-renewal conditions. Bright-field images were acquired using the Operetta system (PerkinElmer) at 1-h intervals for 60 h. Representative images are shown, and full movies can be found in Supplementary Movies 1 and 2. **e** The E14 and E14-Sox2^TA/WT^ cells were replated and subjected to a self-renewal assay. AP staining was performed 5 days after replating. Relative colony numbers are expressed as percentages (mean ± standard deviation, *n* = 3). ***P < 0.001.

Western blot and sWGA bead pulldown analyses showed that the Sox2-*O*-GlcNAcylation levels were decreased in the E14-Sox2^TA/WT^ cells, whereas the protein expression levels of Sox2 and Oct4 were similar in both cell lines (Fig. 2b). The cycloheximide chase assay showed no significant differences in Sox2 protein stability between the E14 and E14-Sox2^TA/WT^ cells (Supplementary Fig. 2). Intracellularly, Sox2 was predominantly located in the nucleus in both cell types, as revealed by confocal microscopy after immunofluorescence staining (Fig. 2c). Three-dimensional z-stack images of the 2TS22C FLAG-Sox2 WT and FLAG-Sox2 T258A cells showed that both Sox2 WT and Sox2 T258A were predominantly present in the nucleus without any particular differences in their subcellular location (Supplementary Fig. 3). These results suggest that Sox2 T258 *O*-GlcNAcylation does not affect Sox2 protein stabilization and subcellular localization.

Although only one allele harbored the mutation, the E14-Sox2^TA/WT^ cells exhibited reduced self-renewal. Time-lapse images of the E14 and E14-Sox2^TA/WT^ cells under self-renewal conditions showed that the E14 cells developed a dome shape as they proliferated, whereas the E14-Sox2^TA/WT^ cells flattened out during proliferation (Fig. 2d, Supplementary Movie 1, and Supplementary Movie 2). The self-renewal assay showed that approximately half of the E14-Sox2^TA/WT^ cells developed a dome shape as they grew and were strongly AP-positive, whereas the other half flattened out as they grew and were weakly AP-positive (Fig. 2e). These results imply that *O*-GlcNAcylation at Sox2 T258 is required for the efficient self-renewal of ESCs.

### Genes influenced by *O*-GlcNAcylation at Sox2 T258 under self-renewal conditions

To investigate the molecular changes resulting from changes in the degree of *O*-GlcNAcylation at Sox2 T258, we analyzed the whole transcriptomes of the E14 and E14-Sox2^TA/WT^ cells using RNA-seq. GSEA showed that the self-renewal gene set did not differ between the E14 and E14-Sox2^TA/WT^ cells, whereas the early differentiation gene set was significantly different (Fig. 3a). Of the DEGs exhibiting a greater than twofold change, 447 genes had upregulated expression and 324 genes had downregulated expression in the E14-Sox2^TA/WT^ cells compared with the E14 cells (Fig. 3b). IPA of the diseases and functions of the DEGs revealed that in the E14-Sox2^TA/WT^ cells, embryonic development-related pathways were generally activated, whereas an embryo death-related pathway was suppressed (Fig. 3c). Canonical pathway analysis of DEGs using IPA revealed that the most significantly altered pathways were the nuclear factor erythroid 2-like 2 (Nrf2)-mediated oxidative stress response, glutathione-mediated detoxification, sonic-hedgehog signaling, inhibition of the AU-rich element (ARE)-mediated mRNA degradation pathway, and lipopolysaccharide/interleukin-1-mediated inhibition of RXR function (Fig. 3d). Consistent with the phenotypes, Nrf2^40^, glutathione peroxidase-1^41^, and the ARE-mediated mRNA degradation pathway^42^ were shown to be involved in the regulation of ESC self-renewal. Upstream regulator analysis showed that Atf4 and Ucp1 function was inhibited, whereas Ppp1r15b, Mrtfa, and Slc7a5 function was activated (Fig. 3e). Among the identified regulators, Atf4 positively regulates ESC self-renewal^43^.

**Fig. 3:**
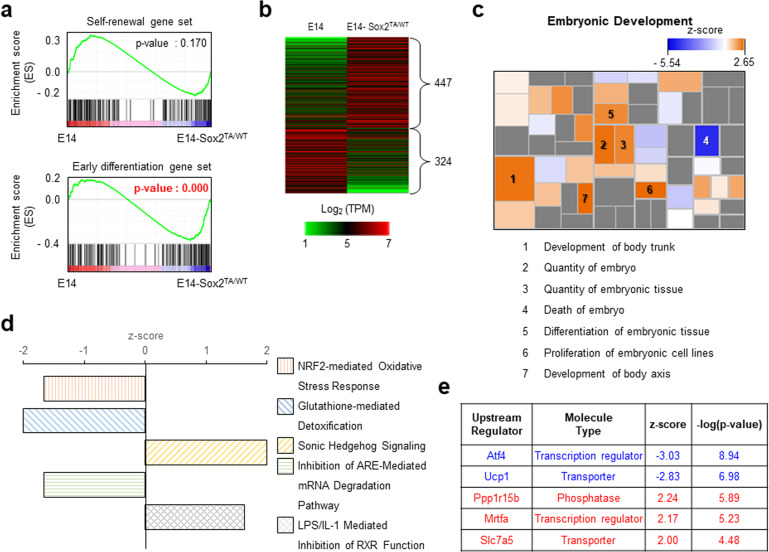
RNA sequencing (RNA-seq) showed enrichment of development-related genes in the E14-Sox2^TA/WT^ cells under self-renewal conditions. **a** Whole transcriptomes of the E14 and E14-Sox2^TA/WT^ cells were analyzed by RNA-seq. Gene set enrichment analysis revealed enrichment of early differentiation genes, but not self-renewal genes, in the E14-Sox2^TA/WT^ cells. **b** Differentially expressed genes (DEGs) with a greater than twofold change in expression are represented in a heat map. The heat map was generated using MeV 4.9. TPM transcripts per million. **c** DEGs were investigated using Ingenuity Pathway Analysis (IPA). Analyses of diseases and functions showed that embryonic development-related pathways were generally activated in the E14-Sox2^TA/WT^ cells. Pathways with an absolute *z*-score ≥ 1 are presented in −log(*p* value) order. **d** The most significantly affected signaling pathways were examined by canonical pathway analysis in IPA. Pathways with an absolute *z*-score ≥ 1.5 are listed in −log(*p* value) order. The top five pathways are shown. **e** Putative upstream regulators were investigated using IPA. Regulators with an absolute *z*-score ≥ 2 are listed in −log(*p* value) order. The top five regulators are listed.

To identify target genes directly affected by *O*-GlcNAcylation at T258, we performed a combination of RNA-seq, ChIP-seq, and microarray analyses. DEGs identified by RNA-seq in the E14 and E14-Sox2^TA/WT^ cells represent putative genes regulated by inhibition of Sox2 T258 *O*-GlcNAcylation. Genes with anti-Sox2 antibody ChIP signals in the gene region (GSE44288)^31,32^ represent putative genes directly regulated by Sox2. DEGs identified by microarray analysis in the E14 cells treated with or without streptozotocin (STZ) upon differentiation into embryoid bodies (GSE36322)^3^ represent putative genes regulated by *O*-GlcNAcylation. STZ elevates the global level of *O*-GlcNAc by inhibiting Oga^3^. Six genes (*Aard, Pdgfa, 2410137M14Rik, Mfge8, Mylpf*, and *Tbx3*) were identified as putative genes activated directly by Sox2 T258 *O*-GlcNAcylation. These genes had a Sox2 ChIP signal in their gene region and showed downregulated expression in the E14-Sox2^TA/WT^ cells and upregulated expression after STZ treatment. Eighteen putative genes (*Satb1, Pou3f1, Sall2, Irf1, Egln3, Bcl11b, Fgf5, Cxcl12, Krt18, Pcsk9, Fgf15, Rab25, Zfp608, Fzd2, Enpp2, Oasl2, Kcnk1*, and *Dnmt3b*) that may be directly repressed by Sox2 T258 *O*-GlcNAcylation were identified based on similar logic (Fig. 4a, b). Tbx3 plays an essential role in the maintenance of self-renewal^44^, and Satb1-null ESCs were shown to exhibit impaired differentiation^45^. For some putative direct target genes, the RNA-seq results were validated by real-time qPCR (Fig. 4c). These findings indicate that Sox2 T258 *O*-GlcNAcylation influences target gene selection and that the decreased self-renewal ability of E14-Sox2^TA/WT^ cells is primarily due to the expression of differentiation-related genes rather than a decrease in the expression of self-renewal genes.

**Fig. 4:**
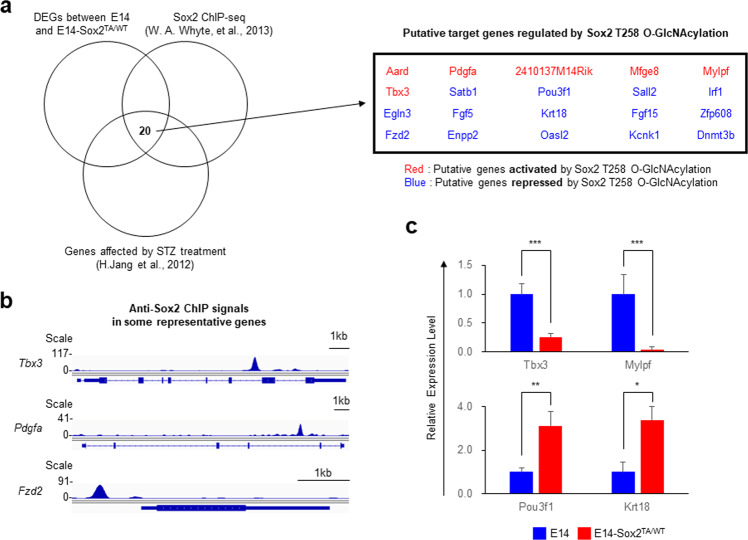
Identification of genes regulated by Sox2 T258 *O*-GlcNAcylation. **a** A schematic diagram and list of the putative genes regulated directly by Sox2 T258 *O*-GlcNAcylation are shown. Genes that produced anti-Sox2 antibody ChIP signals in the gene region (GSE44288)^32^, those with downregulated expression in the E14-Sox2^TA/WT^ cells, and those with upregulated expression after streptozotocin (STZ) treatment (GSE36322)^3^ were considered putative genes activated by Sox2 T258 *O*-GlcNAcylation. Repressed genes were also defined based on similar logic. **b** Anti-Sox2 antibody ChIP-seq binding profiles are shown for certain putative genes regulated by Sox2 T258 *O*-GlcNAcylation. Sox2 occupancy at putative target gene loci in ESCs was visualized using Integrated Genomics Viewer^33^. **c** The expression of some putative target genes was examined in the E14 and E14-Sox2^TA/WT^ cells using qPCR. The graph presents the relative expression levels (mean ± standard deviation, *n* = 3) after normalization to 18*S* rRNA expression. *P < 0.05, **P < 0.01, ***P < 0.001.

### Teratomas derived from E14-Sox2^TA/WT^ exhibited a propensity for lineage bias

To investigate the effect of Sox2 T258 *O*-GlcNAcylation on ESC differentiation, we performed teratoma formation assays. Three nude mice per group were injected subcutaneously with E14 or E14-Sox2^TA/WT^ cells and then sacrificed 14 days later for teratoma analysis. Both E14 and E14-Sox2^TA/WT^ cells produced teratomas in all mice. Pathological analysis after H&E staining of paraformaldehyde-fixed microdissections showed that the E14-Sox2^TA/WT^ cells resulted in significantly lower numbers of ectoderm-lineage cells than the E14 cells (Fig. 5a and Supplementary Fig. 4). Another pathological feature was a marked increase in cartilage tissue of mesodermal origin from the E14-Sox2^TA/WT^ cells (Fig. 5b). The degree of calcification of the cartilage tissue also increased (Fig. 5c), indicating an increase in the maturity of the cartilage tissue. Real-time qPCR analysis of marker genes for mesendoderm (*Cdx2*, *T*, *Twist2*, *Eomes*, *Afp*, *Foxa2*, *Krt8*, and *Sox17*) and ectoderm (*Nestin*, *Sox1*, *Tubb3*, *Otx2*, and *Pax6*) in frozen teratomas derived from the E14 and E14-Sox2^TA/WT^ cells showed significantly upregulated expression of mesendodermal genes and downregulated expression of ectodermal genes in the E14-Sox2^TA/WT^ cells (Fig. 5d).

**Fig. 5:**
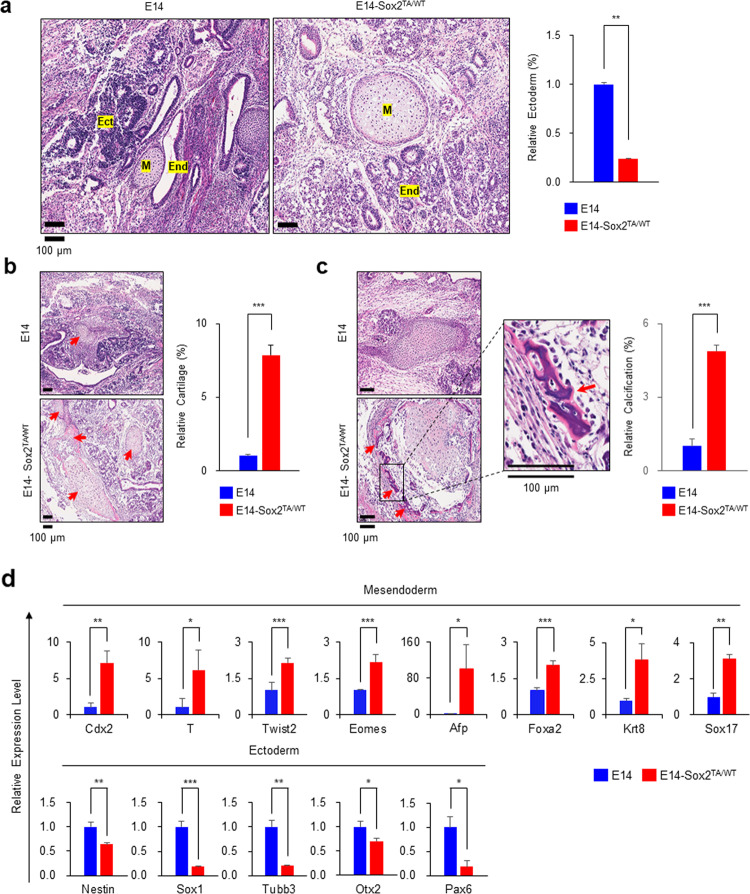
Teratomas derived from the E14-Sox2^TA/WT^ cells exhibited decreased ectodermal lineage commitment and increased cartilage formation. **a** The E14 and E14-Sox2^TA/WT^ cells were transplanted into nude mice. Teratomas that formed 14 days after transplantation were analyzed by hematoxylin and eosin staining. The E14-Sox2^TA/WT^ cells exhibited decreased ectodermal lineage commitment. Scale bars, 100 μm. Ect ectodermal lineage, M mesodermal lineage, End endodermal lineage. The degree of ectodermal lineage commitment was quantified using InForm 2.4.10 image analysis software (PerkinElmer), and the relative amounts of ectoderm formed (%) are presented as the mean ± standard deviation (*n* = 3). **b** The E14-Sox2^TA/WT^ cells exhibited increased cartilage formation. Representative images and the quantification results are shown. Red arrows indicate cartilage. **c** The E14-Sox2^TA/WT^ cells exhibited increased calcification. Representative images and the quantification results are shown. Red arrows indicate calcified tissue. **d** The mRNA expression levels of mesendodermal and ectodermal markers in teratomas were analyzed using real-time qPCR. The graph shows the relative expression levels (mean ± standard deviation, *n* = 3) after normalization to *ActB* expression. *P < 0.05, **P < 0.01, ***P < 0.001.

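RNA-seq libraries were available for 1 E14 teratoma sample and 1 E14-Sox2TA/WT teratoma sample, harvested 14 days after inoculation. The sample labels name teratoma as the tissue, but their protocol speaks of RNA from an ESC line, and the paper's teratoma is used here. E14 is a mouse ESC line, and the E14-Sox2TA/WT cells carry the T258A change on 1 allele of Sox2. The paper's text does not state whether each library came from a single teratoma or from several of the 3 mice inoculated per group. With 1 library per group, no difference between these libraries has a replicate check. The authors deposited read counts, FPKM and TPM for 45777 genes of the mm10 genome, listed by NCBI gene identifiers. The paper's text does not name the aligner or the counting tool. In total, 50529171 reads were counted on genes in the E14 library and 49030281 in the E14-Sox2TA/WT library. Mitochondrial genes held 5.17% of the TPM in the E14 library and 9.70% in the E14-Sox2TA/WT library. TPM was 2.33 times FPKM in the E14 library and 2.03 times FPKM in the E14-Sox2TA/WT library, so for every gene the ratio of TPM was 0.871 times the ratio of FPKM. Over the 11578 genes with a TPM of at least 10 in at least 1 library, the median log2 ratio, with 1 added to each TPM, was -0.18 on TPM and 0.01 on FPKM. Sox2 itself had 14585 reads in the E14 library and 8623 in the E14-Sox2TA/WT library, and the files do not separate its alleles. Intervals given for single genes are 95% Clopper-Pearson intervals of the read counts. They cover counting error and compare the 2 libraries, not the conditions.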

To investigate the molecular changes, we analyzed whole transcriptomes of teratomas derived from the E14 and E14-Sox2^TA/WT^ cells using RNA-seq. Of the DEGs exhibiting a greater than twofold change, 775 showed upregulated expression and 1559 showed downregulated expression in the E14-Sox2^TA/WT^ teratomas compared with the E14 teratomas (Fig. 6a). 

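The rule of the methods, a fold change above 2 among genes with a TPM of at least 10 in at least 1 library, was applied to the deposited TPM. It gave 1253 genes with higher and 2167 genes with lower expression in the E14-Sox2TA/WT teratoma library. Of these DEGs, 63.4% were lower (Wilson 95% interval 61.73% to 64.96%). This interval treats genes as independent and holds neither the counting error of reads nor the difference between tumours. The balance between the directions depended on the scaling. With the ratio of FPKM, 1583 genes were higher and 1655 lower, or 51.1% lower, and with read counts scaled by library total, 1578 were higher and 1634 lower. With read counts scaled by edgeR's TMM factors, 1348 were higher and 1967 lower, or 59.3% lower, and with median-of-ratios size factors, 1356 were higher and 1952 lower, or 59.0% lower. Without a TPM filter, the setting that moved the number of higher genes most, 9156 genes were higher and 6015 lower. For 1333 higher and 1447 lower genes, the whole counting interval lay beyond a 2-fold change of read counts scaled by library total. The largest decreases with 1 added to each TPM were in Eif2s3y, Nkx2-1, Dlx1as, Islr2 and Dlx1. Eif2s3y, on the Y chromosome, fell from 2382 reads to 0, at least 770-fold lower. Nkx2-1 was 94.0-fold lower (73.0 to 123), and Dlx1 was 74.3-fold lower (59.0 to 94.9). Dlx1as is antisense to Dlx1, and whether the counting used strand is not stated, so its value is uncertain. The largest increases were in Afp, Gm21761, Aqp8, Dppa5a and Reg3g. Afp rose 247-fold (174 to 364), from a TPM of 0.614 to 151. Dppa5a rose 39.4-fold (35.8 to 43.3).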

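IPA's gene sets were not used here, and lists of genes were assembled by hand from general knowledge. For each list, the median log2 ratio was taken over genes with a TPM of at least 1 in at least 1 library, with 1 added to each TPM, and was set among 10000 random lists of the same size matched on mean expression. The forebrain and midbrain development list had a median of -1.70 over 30 genes (95% order-statistic interval -3.07 to -0.50), and 24 of the genes were lower in the E14-Sox2TA/WT teratoma library. Restricting this list to genes with a TPM of at least 10 moved it most, to -3.10. Within it, Otx2 went from a TPM of 45.2 to 36.4. In the neurons list all 27 genes were lower, with a median of -2.26, and in the neurites and dendrites list 28 of 29 were lower, with a median of -1.89. Mapt fell from a TPM of 265 to 18.2 and Gap43 from 474 to 106. None of the 10000 random lists was as low as these 3 lists. The hindbrain and cerebellum development list had a median of -0.93 over 23 genes, a value that 3 of the 10000 random lists reached, but its interval ran from -1.62 to 0.36. The spinal cord development list had a median of -0.54 over 19 genes with an interval from -1.37 to 0.47, and 249 of the 10000 random lists were as low. Olig2 was lower in this list, at 50.2 and 9.38, and Shh was higher, at 45.6 and 59.5.

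**Figure D1:**
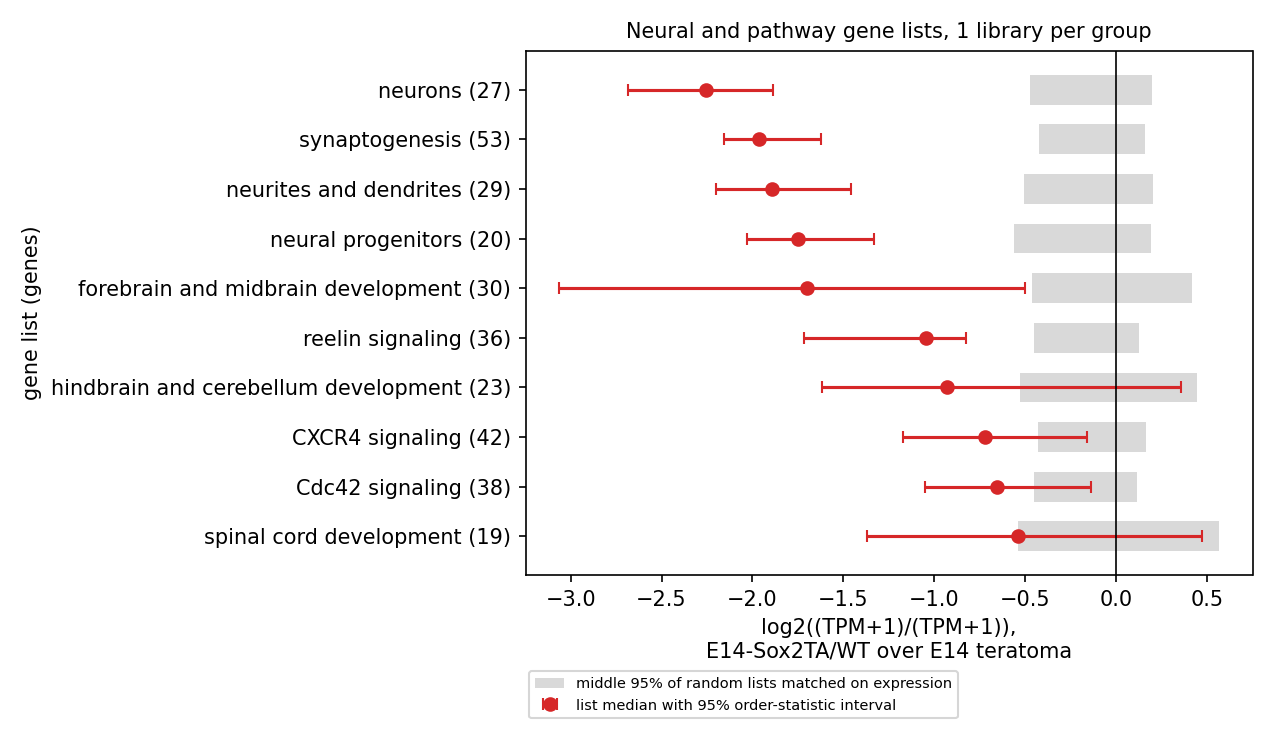
Points give the median log2 ratio of TPM, E14-Sox2TA/WT over E14 teratoma, for each gene list, with bars for its 95% order-statistic interval over genes and grey bands for the middle 95% of random lists matched on expression. The neurons list is at -2.26, and the intervals of the hindbrain and cerebellum development list and the spinal cord development list cross 0.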

IPA of the diseases and functions associated with the DEGs showed that brain development-related pathways were generally suppressed in the E14-Sox2^TA/WT^ teratomas (Fig. 6b), implying poor development of the ectodermal lineage. 

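The lists used for signaling pathways were also assembled by hand and overlap in part. In the synaptogenesis list, 51 of 53 genes were lower in the E14-Sox2TA/WT teratoma library, with a median log2 ratio of -1.96 (-2.15 to -1.62). Correction for transcript length and GC content moved this median to -1.55, the largest shift among its alternatives. The correction also centres values on the median of all genes. Centring alone, on genes with a TPM of at least 10, gave -1.78, so part of the shift is not length or GC content. In the reelin signaling list, 33 of 36 genes were lower, with a median of -1.04 (-1.71 to -0.82). The CXCR4 signaling list had a median of -0.72 (-1.17 to -0.16), with 28 of 42 genes lower. The Cdc42 signaling list had a median of -0.66 (-1.05 to -0.14), with 27 of 38 genes lower. Of the random lists matched on expression, 10 reached the median of the Cdc42 signaling list and 0 reached those of the other three. Gnao1 fell from a TPM of 251 to 23.1 and Cdh8 from 34.1 to 1.78, both on chromosome 8, whose genes as a whole had a median log2 ratio of -0.49 relative to the genome-wide median. Cdc42 itself was higher, at a TPM of 313 in the E14 library and 393 in the E14-Sox2TA/WT library.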

Canonical pathway analysis of DEGs using IPA revealed that the most significantly altered pathways were the synaptogenesis signaling pathway, reelin signaling in neurons, signaling involving Rho family GTPases, CXCR4 signaling, and Cdc42 signaling, all of which were inhibited in the E14-Sox2^TA/WT^ teratomas (Fig. 6c). Analysis of upstream regulators showed that Mknk1, Sox2, Psmb11, and Mecp2 function was inhibited, whereas Trp53 function was activated (Fig. 6d). These results suggest that Sox2 T258 *O-*GlcNAcylation may influence the early cell fate of ESCs upon differentiation in vivo.

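IPA infers the activity of a regulator from its targets, whereas the values here are the regulators' own transcripts. Sox2 had a TPM of 246 in the E14 library and 130 in the E14-Sox2TA/WT library, 1.89-fold lower (1.84 to 1.94), and did not pass the 2-fold rule. Mknk1 was 1.76-fold lower (1.62 to 1.93), at 18.1 and 10.3. Psmb11 had 11 reads in the E14 library and 3 in the E14-Sox2TA/WT library, too few to measure a change. Trp53 was 2.07-fold higher (1.99 to 2.15), at 85.8 and 178. Among 28 p53 target genes in a list assembled by hand, 22 were higher, with a median log2 ratio of 0.57 (0.17 to 0.85), and 0 of 10000 random lists were as high. Pmaip1 rose from a TPM of 6.26 to 19.8, Rps27l rose from 248 to 648, and Ddit4 went from 149 to 102.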

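The lineage markers that the paper measured by qPCR were also read in the RNA-seq libraries. All 5 ectodermal markers were lower in the E14-Sox2TA/WT teratoma library, with a median log2 ratio of -1.57 and a range from -3.33 to -0.31. Without the genes on chromosomes 8, 15 and Y, an alternative chosen after seeing the data, the median was -0.68. Tubb3 fell from a TPM of 1722 to 170 and Sox1 from 48.3 to 9.55, both on chromosome 8, where the median over all genes was also lower. Pax6 fell from 9.72 to 2.62. Nes fell less, from 83.8 to 51.8. These 5 are neural markers, so they do not show that other ectodermal tissue fell. The squamous epithelium and skin list, whose source in host or teratoma is open, had a median of 1.66, with 16 of 19 genes higher. All 8 mesendodermal markers were higher, with a median of 1.70 and a range from 0.68 to 6.56. T rose from a TPM of 4.73 to 40.1 and Foxa2 from 35.3 to 57.2. Krt8 rose from 118 to 426 and lies on chromosome 15, whose genes had a median log2 ratio of 0.46 relative to the genome-wide median. Cdx2 had 0 reads in the E14 library and 165 in the E14-Sox2TA/WT library, at least 56.7-fold higher. From the suppressed brain development pathways, the paper infers poor development of the ectodermal lineage. Apart from RNA-seq, it reports less ectoderm by histology and lower ectodermal markers by qPCR. It proposes that O-GlcNAcylation of Sox2 at T258 influences cell fate early in differentiation.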

**Fig. 6:**
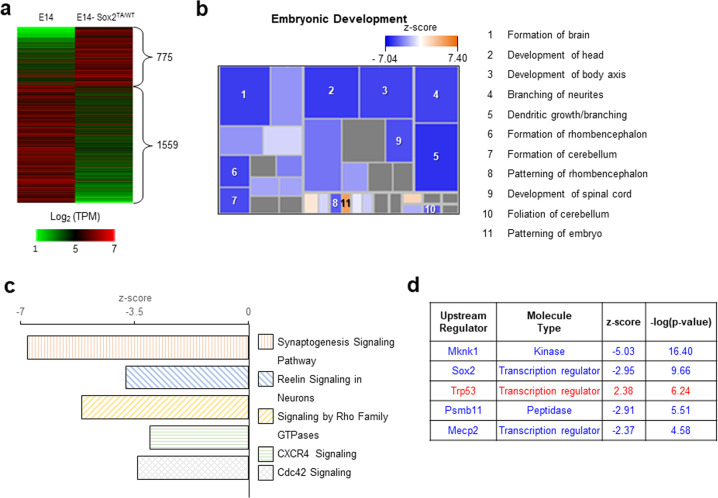
The teratomas derived from the E14-Sox2^TA/WT^ cells exhibited decreased neural differentiation according to RNA-seq. **a** DEGs in teratomas derived from the E14 versus E14-Sox2^TA/WT^ cells were analyzed using RNA-seq. DEGs with a greater than twofold change in expression are represented in a heat map. **b** DEGs were investigated using IPA. The analysis of diseases and functions showed that brain development-related pathways were generally suppressed in the E14-Sox2^TA/WT^ cells. Pathways with an absolute *z*-score of 2 or more are shown in −log(*p* value) order. **c** The most significantly affected signaling pathways were investigated by canonical pathway analysis in IPA. Pathways with an absolute *z*-score ≥ 2 are listed in −log(*p* value) order. The top five pathways are listed. **d** Putative upstream regulators were examined using IPA. Regulators with an absolute *z*-score ≥ 2 are listed in −log(*p* value) order. The top five regulators are listed.

## Discussion

*O*-GlcNAcylation plays an important role in early embryonic development^46–48^. For determination of how *O*-GlcNAcylation affects cell fate during the early embryonic developmental stages, it is necessary to investigate the mechanisms by which *O*-GlcNAcylation alters the functions of key factors of embryonic development. Oct4, Sox2, Nanog, Klf4, Klf2, Tbx3, Tfcp2l1, and Esrrb are key factors governing the ground-state ESC transcription circuit^49^, and *O*-GlcNAcylation of Oct4, Sox2, and Esrrb has been reported^3,5,20,21^. *O*-GlcNAcylation at one residue in Oct4 and Esrrb and at two residues in Sox2 has been observed. In mouse ESCs, Oct4 S229 *O*-GlcNAcylation enhanced the transcription of pluripotency-related genes, whereas Esrrb S25 *O*-GlcNAcylation enhanced protein stability, protein–protein interactions, and transcriptional activity^3,5^. In both cases, *O*-GlcNAcylation contributed to enhanced ESC self-renewal. Sox2 S248 and T258 residues are *O*-GlcNAcylated under ESC self-renewal conditions^20,21^. *O*-GlcNAcylation of Sox2 at S248 has been reported to negatively affect ESC self-renewal^21^, which is logically difficult to comprehend given that overall *O*-GlcNAcylation of Sox2 is reduced upon induction of differentiation^21^. Therefore, for further elucidation of the role of Sox2 *O*-GlcNAcylation in ESCs, the role of *O*-GlcNAcylation at each residue of Sox2 was investigated. Because ESC self-renewal is sensitive to the level of Sox2 protein expression^50,51^, experiments comparing WT and mutant Sox2 without considering expression levels may result in erroneous conclusions. Thus, the functions of the Sox2 S248A and T258A mutants were investigated in ESCs in which endogenous Sox2 was removed and exogenous Sox2 was expressed only in the amount originally present. Myers et al. showed that Sox2 S248A can replace WT Sox2 in mouse ESCs^21^. In the present study, the Sox2 T258A mutation, but not the S248A and S248D mutations, reduced the ESC self-renewal potential (Fig. 1b). The Sox2 S248A/T258A double mutant restored the reduced self-renewal potential caused by the T258A mutation (Fig. 1d). These results are logically consistent with previous studies reporting that both Sox2 S248A and S248D increase somatic cell reprogramming efficiency^21^ and that the Sox2 T258A and S259A double mutant decreased reprogramming efficiency, whereas the S248A/T258A/S259A triple mutant did not^3^. Considering the results of this study together with those of previous reports, ESC self-renewal potential may be positively regulated by *O*-GlcNAcylation at the Sox2 T258 residue but negatively regulated by *O*-GlcNAcylation at the S248 residue. Further studies are needed to determine why *O*-GlcNAcylation plays opposing roles depending on the residue type in the Sox2 protein.

In addition, nonphysiological outcomes may result from ESCs expressing Sox2 via exogenous promoters, as Sox2 regulation also varies at the transcriptional level. Therefore, in the present study, to investigate the function of Sox2 T258 *O*-GlcNAcylation under conditions closer to the actual physiological state, we expressed Sox2 T258A by introducing a mutation into an endogenous chromosome using the CRISPR/Cas9 gene-editing system. E14-Sox2^TA/WT^ cells, in which the T258A mutation was introduced into only one allele, exhibited a significant decrease in self-renewal (Fig. 2d, e). No ESCs contained the Sox2 T258A mutation in either allele, suggesting that the reduced self-renewal of E14-Sox2^TA/WT^ is due to haploinsufficiency rather than the dominant-negative role of Sox2 T258A. If Sox2 T258A had a dominant-negative role, Sox2 T258A heterologous and homologous mutations would affect self-renewal to a similar extent, resulting in ESCs containing Sox2 T258A homologous mutations. To introduce mutations using the CRISPR/Cas9 system, we separated ESCs into single cells, with only one cell placed in each well of a culture dish for culturing. Cells harboring the T258A mutation in both alleles might have had insufficient self-renewal potential to undergo amplification from a single cell. The results obtained using the E14-Sox2^TA/WT^ cells clearly showed that inhibition of Sox2 T258 *O*-GlcNAcylation reduced the self-renewal of ESCs.

Sox2 also plays an important role in cell fate determination during the early differentiation of ESCs^15,16^, but the role of *O*-GlcNAcylation in cell fate determination has not been reported previously. Because ESCs expressing Sox2 via exogenous promoters exhibit a significantly different differentiation pattern compared with normal ESCs, the role of Sox2 T258A in the differentiation process could only be accurately investigated using E14-Sox2^TA/WT^ cells. From the examination of teratoma formation in nude mice, the most pronounced differences in the E14-Sox2^TA/WT^-derived teratomas compared with the E14-derived teratomas were a reduction in the number of cells with an ectodermal lineage and increased cartilage formation (Fig. 5). Sox2 has been reported to contribute to ectoderm formation by repressing the expression of mesendodermal genes via physical interactions with their enhancers^13,52^. Additionally, Sox2 has been reported to be a negative regulator of osteoblast maturation in vivo^53^. Considering these findings, the decrease in ectodermal lineage commitment seems to be because Sox2 T258A does not effectively inhibit mesendodermal lineage commitment and osteoblast maturation.

We found that 2TS22C FLAG-Sox2 T258 cells in which Sox2 WT was completely replaced with T258A showed reduced but still maintained self-renewal (Fig. 1). Given that Sox2 is essential for self-renewal, Sox2 T258 O-GlcNAcylation appears to fine-tune the function of Sox2. *O*-GlcNAcylation of proteins usually affects protein stability, localization, or interactions with other partners^2^. Sox2 T258 O-GlcNAcylation did not significantly affect the protein stability or localization of Sox2 (Fig. 2b, c, Supplementary Fig. 2, and Supplementary Fig. 3). Sox2 T258 O-GlcNAcylation does not seem to affect DNA binding, as Sox2 T258 is present in the transactivation domain rather than the DNA binding domain (Fig. 1a), and the expression of most Sox2 direct targets was not altered, as shown by RNA-seq analysis (Fig. 4a). Given that Sox2 often regulates the expression of target genes in conjunction with other cofactors^15^ and the finding that Sox2 S248 O-GlcNAcylation regulates the binding of Sox2 with other cofactors^21^, Sox2 T258 O-GlcNAcylation likely affects the binding of Sox2 to other cofactors. Further studies are needed to determine which cofactors are regulated by Sox2 T258 O-GlcNAcylation and what happens as a result.

In this study, we revealed that Sox2 T258 *O*-GlcNAcylation positively affects ESC self-renewal and is important for the repression of mesendodermal genes during the early differentiation stage of teratoma formation (Fig. 7). These findings allow us to draw a direct link between Sox2 *O*-GlcNAcylation and early cell fate decisions.

**Fig. 7:**
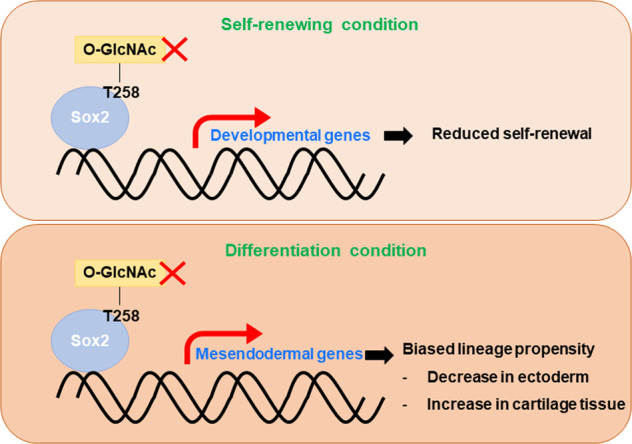
Model describing the role of Sox2 T258 *O*-GlcNAcylation in ESCs. The Sox2 *O*-GlcNAcylation level is high under ESC self-renewal conditions and decreases upon ESC differentiation. When Sox2 T258 *O*-GlcNAcylation is inhibited, the suppression of developmental genes by Sox2 does not occur properly, decreasing ESC self-renewal. In addition, Sox2 T258 *O*-GlcNAcylation is important for the development of ectoderm through the repression of mesendodermal genes. The reduction in Sox2 T258 *O*-GlcNAcylation during early embryonic development decreases the number of cells committed to an ectodermal lineage.

## Supplementary information

Supplementary information

Movie S1

Movie S2

How the deposited data were processed for this re-analysis (not part of the article)

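RNA-seq was analysed for 1 E14 teratoma library and 1 E14-Sox2TA/WT teratoma library, harvested 14 days after inoculation. The libraries were sequenced on an Illumina NovaSeq instrument. The authors deposited read counts per gene without normalization, and these counts are whole numbers. The authors also deposited FPKM, which scales counts by transcript length and library size, and TPM, which rescales them to a fixed sum in each library. The aligner, the counting tool and their versions are not named in the paper's text. Genes are listed by NCBI identifiers on mm10, and 45675 of the 45777 identifiers matched a RefSeq table of GRCm38, the same build, which gave chromosomes and positions.

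From these values, the ratio of TPM between the 2 libraries was computed for each gene. DEGs followed the paper's rule, a fold change above 2 and a TPM of at least 10 in at least 1 library. No p-value was computed, since there is 1 library per group. With 50529171 and 49030281 reads on genes, counting error is small for abundant genes, and 95% Clopper-Pearson intervals give it for each gene named. A count of 0 allows up to 3 reads, and folds against such a count are lower bounds. Counting error does not cover the difference between tumours or between pieces of 1 tumour.

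A total of 40 gene lists, assembled by hand and fixed before the data were examined, were summarised by the median log2 ratio with 1 added to each TPM, with its order-statistic interval, among 10000 random lists matched on expression in 20 bins. A list of germ cell genes was added later. Chromosome medians were taken relative to the median of all genes. The transcript of Mid1-ps1 was compared with the transcripts of Mid1 in the GENCODE annotation by identical stretches of 50 nt. Genes named in the text were every gene the paper names for teratomas or as a putative target, the 5 largest increases and 5 largest decreases, in each list the 3 genes with the highest TPM and the 2 with the largest change, and all genes of the Y-linked, X-inactivation, O-GlcNAc enzyme, Sox family and imprinted lists.

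Alternatives covered the pseudocount, the TPM filter, the fold threshold, FPKM, and read counts scaled by library total, by edgeR's TMM factors or by median-of-ratios size factors. They also covered correction for transcript length and GC content, which 94.2% of genes with a TPM of at least 1 allowed. Corrected values are centred on the median of all such genes, whereas the main list values are not centred. The scripts were tested on simulated data, in which 200 of 45777 genes were changed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and edgeR 4.0.16 were used. IPA was not run. Some genes and 1 signaling list are not reported here.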

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

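The tests of the Y-linked genes, of ESC RNA as the whole library and of windows against the size of a gain were chosen after the results were seen, as was the list of germ cell genes. Each pattern rests on 1 library per group, and the paper does not report it for these teratoma libraries, although it discusses some of the genes, such as Pou5f1 (Oct4).

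Y-linked genes had 5477 reads in the E14 teratoma library and 0 in the E14-Sox2TA/WT teratoma library, which allows at most 0.0564% of the E14 level. E14 is a male line. A low share of donor cells is argued against by the pluripotency genes, whose median log2 ratio had a lower bound of 2.54. Rows of the Y chromosome left uncounted in that library are argued against by the 5 rows on Y that had reads there, among them Mid1-ps1 with 6475 against 7219 in the E14 library. Reads of Mid1-ps1 were thus nearly as many as in the E14 library, which loss of Y alone would not give unless they came from elsewhere. Of the stretches of 50 nt in its transcript, 86.2% also occur in transcripts of Mid1 on chromosome X, so the counting could assign reads of Mid1 to it. The X-inactivation transcript Xist was 3.34-fold higher in TPM in the E14-Sox2TA/WT teratoma library, which loss of Y alone would not give. The source of that rise was not tested. Loss of the Y chromosome from the E14-Sox2TA/WT cells is a candidate explanation for the 0 reads. It cannot be told apart from a library of other origin without genotypes or the ESC libraries.

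Chromosome 15 had a median log2 ratio of 0.46 relative to the genome-wide median over 475 genes (0.37 to 0.54). Correction for transcript length and GC content left the median at 0.53, which argues against that bias as the whole cause. All 9 windows of 10 Mb lay above the genome-wide median, from 0.29 to 1.03. Of these, 5 exceeded the 0.58 that 3 copies against 2 would give, as did 7 of 216 windows on the autosomes other than 8 and 15. A gain of chromosome 15 is a candidate explanation, but it cannot be told apart from cell composition, since the windows ranged widely and 5 lay past that gain. Chromosome 8 had a median of -0.49 over 634 genes (-0.58 to -0.41), and -0.39 after the same correction, which argues against the same bias. There, 11 of 13 windows were lower and the highest stood at 0.63. The 2 higher windows were adjacent, from 40000001 to 60000000, and every window past 60000000 lay between -0.77 and -0.44. Copy number and cell composition cannot be told apart for chromosome 8. Its windows went both ways over the whole chromosome, and a copy change of the distal part alone was not tested. Chromosome 13, at 0.24, also lay above all 1000 random lists matched on expression. Its windows up to 30000000 stood at 0.89, 0.98 and 0.82, past the 0.58 of 3 copies against 2, and its lowest window at -0.08. A partial gain there was not tested, so chromosome 13 cannot serve as a case without a copy change. The comparison with random lists leaves copy number and composition open.

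Pluripotency genes had a median log2 ratio of 3.11 over 20 genes (2.54 to 3.75), and 18 were higher in the E14-Sox2TA/WT teratoma library. Pou5f1 rose from a TPM of 19.0 to 304. Reads shared with pseudogenes are argued against by the 15 genes without a named copy, at 2.87, and the list was at 3.11 without chromosomes 8, 15 and Y as well. Germ cells remain open, since their 10 genes had a median of 1.74 with an interval from -0.49 to 4.33. The protocol in the sample labels speaks of RNA from an ESC line, although the labels and the paper name the tissue as teratoma. RNA of cultured ESCs as the whole library is argued against by transcripts of blood cells and macrophages. In the E14-Sox2TA/WT teratoma library, 16 of 20 macrophage and neutrophil genes had a TPM of at least 10, Lyz2 had a TPM of 943, C1qa of 215 and the globin gene Hbb-bs of 162. Undifferentiated cells in the teratoma and an admixture of ESC RNA cannot be told apart, since the 18 higher genes are shared by both.

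Hox genes had a median log2 ratio of 1.53, with all 32 genes higher, while the forebrain and midbrain development list was lower. After correction for transcript length and GC content the medians were 1.60 and -1.55, which argues against that bias. A difference in regional identity may stay open alongside a difference between single tumours, which 1 library per group cannot exclude.

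Squamous epithelium genes had a median log2 ratio of 1.66 over 19 genes (0.50 to 2.72). If host skin were in the sample, muscle and fat genes might rise as well. Skeletal muscle genes had a median of -0.90 and adipocyte genes of 1.45, with an interval from -0.33 to 2.95. Host skin and epithelium of the teratoma cannot be told apart, since muscle genes of the E14 teratoma have a high baseline that would hide a small share of skin.

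ATP8, a short mitochondrial gene, rose 4.94-fold in TPM and ND3 rose 5.86-fold, while ND5 stayed at 0.995-fold. Gene length did not order these genes throughout. ND4L, with 297 nt, was at 1.17-fold and ND6, with 519 nt, at 1.35-fold, while COX3, with 784 nt, was at 2.196-fold and ND1, with 957 nt, at 2.00-fold. Relative to the median of all nuclear genes, nuclear transcripts under 750 nt were also higher, by a median log2 ratio of 0.45 (0.36 to 0.56). Those over 6000 nt had a median of -0.38 on the same relative scale, whereas the mitochondrial folds are not centred. A difference in fragment length or in the recovery of short transcripts remains open. Nuclear transcripts show such a trend, but the mitochondrial genes of short gene length went apart. Gene length need not be the length of the mRNA that carries the gene, and mRNA lengths were not used for them. No biological explanation was tested.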

How the results depend on the processing

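No paired analysis was possible because there is 1 library per group, so leaving out a library was not possible. The alternatives with chromosomes 8, 15 and Y left out, with TPM below 10 set to 10, with FPKM for gene lists, and with length correction for chromosomes were chosen after seeing the data.

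Of 497 alternative values of the main results, 439 stayed within their interval or within 1.5 times the count, and 58 did not. Of 71 alternative values of single genes, 41 moved beyond counting error. The cause was not tested unless it is stated.

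The DEGs, 1253 higher and 2167 lower, became 3585 higher and 3508 lower (49.5% lower) with a TPM of at least 1, 9156 and 6015 (39.6%) without a filter, and 479 and 1122 (70.1%) with a TPM of at least 10 in both libraries, settings that test other numbers of genes. The counts were 2109 and 3742 at a fold change above 1.5, and 663 and 1015 (60.5%) above 3. Setting TPM below 10 to 10 gave 781 higher genes and 66.6% lower. The share of lower genes was 51.1% with FPKM, 59.3% with TMM, 59.0% with median-of-ratios size factors, 50.9% with library totals, 58.7% without mitochondrial and hemoglobin genes and 52.1% with the whole counting interval beyond 2-fold. Genes past counting error at 1.5-fold numbered 2399 higher and 2513 lower.

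With a pseudocount of 0.1, the medians were 2.32 for hypertrophic cartilage and bone, 4.05 for visceral endoderm and liver, 2.98 for intestinal epithelium, -6.46 for Y-linked genes, 1.68 for the X-inactivation transcript and 2.63 for Hox genes. With a TPM of at least 10, they were -3.10 for forebrain and midbrain development, -1.12 for cardiac muscle and 1.30 for Hox genes. Without a filter, they were -1.64 for Y-linked genes and 0.50 for the X-inactivation transcript. With TMM, they were 3.75 for pluripotency, 1.77 for the X-inactivation transcript and 2.08 for Hox genes. Centred on the median of all genes, they were 0.36 for endothelium, 0.59 for cell cycle, 1.48 for the X-inactivation transcript and 0.070 for the O-GlcNAc enzymes, whose sign changed.

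Corrected for transcript length and GC content, which also centres values, the medians were -1.55 for synaptogenesis, -0.71 for reelin signaling and 0.49 for endothelium. They were 1.58 for the X-inactivation transcript and 0.051 for the O-GlcNAc enzymes, of which only 50% had a known length. Chromosome medians so corrected were -0.0022 for chromosome 5, -0.011 for 7, -0.39 for 8 and -0.13 for X. With FPKM, list medians were -1.61 for synaptogenesis, -0.82 for reelin signaling, 0.59 for cell cycle, -2.24 for Y-linked genes, 1.12 for the X-inactivation transcript, 0.084 for the O-GlcNAc enzymes and 1.29 for Hox genes.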

Differences from the paper's values

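The paper reports 775 upregulated DEGs, and the paper's rule applied to the deposited TPM gave 1253. Of the alternatives set before the data were examined, only a fold change above 3, at 663, came within 1.5 times the paper's number. That setting gave 1015 lower genes, which was not within 1.5 times the paper's 1559. Among alternatives chosen after seeing the values, leaving out chromosomes 8, 15 and Y gave 1120, and setting every TPM below 10 to 10 gave 781 higher and 1560 lower genes against the paper's 775 and 1559. The number of lower genes, 2167, was within 1.5 times the paper's 1559. Split by gene type, which was not among these alternatives, 1013 higher and 2080 lower genes were protein-coding. Genes neither protein-coding nor lncRNA (long noncoding RNA) made up 198 of the higher and 29 of the lower genes. Whether the paper restricted the gene type is not stated.

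Values of Fig. 5d were read by eye, come from qPCR normalized to ActB and may be from other teratomas than the libraries. Cdx2 was at least 56.7-fold higher in the RNA-seq libraries against about 7 in Fig. 5d. Twist2 was 3.49-fold higher against about 2.1 in Fig. 5d. Afp was 247-fold higher against about 100 in Fig. 5d. Tubb3 was at 0.0989 of the E14 level against about 0.2 in Fig. 5d. Pax6 was at 0.269 of the E14 level against about 0.17 in Fig. 5d, just past 1.5 times, so that its difference rests on the last digit read by eye. These folds have no pseudocount, and adding one brings low genes closer to no change. With 1 added to TPM, Afp was 94.5-fold and Twist2 2.48-fold higher, both within 1.5 times Fig. 5d. Of the alternatives set before the data were examined, read counts scaled by TMM with 0.5 added to the scaled counts came within 1.5 times for Twist2 (2.75) and Afp (146), correction for transcript length and GC content did so for Twist2 (2.65) and Afp (84.2), and a pseudocount of 0.1 did so for neither gene. FPKM with a pseudocount of 1, chosen after seeing the data, gave 2.16 for Twist2 and 59.8 for Afp. Cdx2 had 0 reads in the E14 library, so any finite fold is set by the added constant, at 29.5 with 0.1 and 3.85 with 1 added to TPM, 4.08 after the length and GC correction, 7.44 with TMM and 2.40 with FPKM. The value with TMM lies near that of Fig. 5d, but only the lower bound can be compared, and it lies above Fig. 5d. For Tubb3 and Pax6, none of these alternatives came within 1.5 times, with values from 0.0989 to 0.115 for Tubb3 and from 0.269 to 0.443 for Pax6. The directions were those of Fig. 5d for all 13 markers.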

Other observations

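The test of the excess of lower DEGs was chosen after the result was seen.

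The synaptogenesis list was lower by a median log2 ratio of -1.96. The lower neural genes are argued not to come from transcript length and GC content (-1.55 after correction), from the scaling of the libraries (-2.10 with read counts scaled by TMM), from mitochondrial and hemoglobin genes (-1.94 without them) or from chromosomes 8, 15 and Y (-1.96 without them) as the whole cause. A difference between single teratomas or pieces of them cannot be told apart from the genotype with 1 library per group.

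The excess of lower over higher DEGs depended on the scaling. The lower genes made up 59.3% of the DEGs with read counts scaled by TMM (57.7% to 61.0%) and 59.0% with median-of-ratios size factors, which both allow for a difference in composition. They made up 51.1% with the ratio of FPKM, which shifts every gene by 1 factor, and 50.9% with library totals. Which scaling holds cannot be told apart from these libraries, since 1 library per group has no outside standard.

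Cartilage genes had a median log2 ratio of -0.15 over 19 genes (-0.64 to 0.62), with 7 higher, whereas the hypertrophic cartilage and bone list had a median of 1.59, with 14 of 15 higher. The paper reports more cartilage and more calcification by histology. Visceral endoderm and liver genes had a median of 2.44, intestinal epithelium 1.78, airway epithelium 0.97, macrophages and neutrophils 0.94 and cell cycle genes 0.41. Lower lists were neural progenitors at -1.75, glia at -1.56 and the Sox family at -1.36. The eye list had a median of -0.92 over 8 genes with an interval from -4.62 to 0.62, and of 0 without the TPM filter. Cardiac muscle stood at -0.22, endothelium at 0.18 and erythroid genes at 0.28. The 13 mitochondrial genes had a median of 0.94.

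The putative T258 targets that the paper derived from ESCs did not have a direction beyond their intervals in the teratomas. The activated targets had a median log2 ratio of 0.37 over 6 genes (-0.80 to 2.93) and the repressed targets of -0.0047 over 18 genes (-1.34 to 1.03), with 9 higher and 9 lower. Ogt, the enzyme that adds O-GlcNAc, had a TPM of 125 and 123, and Oga, which removes it, 87.3 and 76.0. Imprinted genes had a median of -0.86, with H19 rising from a TPM of 845 to 2463 and Igf2 going from 1113 to 269. Xist had 706 reads in the E14 library and 2612 in the E14-Sox2TA/WT library.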
